# Neurod2 knockdown in *Xenopus laevis* tadpole brain retains cells in a proliferating, progenitor-like state

**DOI:** 10.17912/micropub.biology.002018

**Published:** 2026-02-23

**Authors:** Caroline W Beck, Sulagna Banerjee, Robert C Day

## Abstract

Neurogenic differentiation factor 2, encoded by the NEUROD2 gene, is a proneural transcription factor required for neuronal differentiation and survival. Haploinsufficiency of NEUROD2 can cause neurodevelopmental disorders with or without seizures in human infants and causes spontaneous seizures in *Xenopus* tadpoles. We compared transcriptomes of whole brains dissected from F _0_ *neurod2 ^-/-^* (mosaic) stage NF47 *Xenopus laevis* tadpoles to those of control siblings. *neurod2* knockdown increased expression of cell cycle-associated genes and decreased nerve growth factor (NGF) and chromatin modifying genes. Our results suggest Neurod2 deficiency prevents neural progenitor cells exiting the cell cycle and differentiating, predisposing the brain to hyper-excitability.

**Figure 1. Differential gene expression and gene ontology analysis of Neurod2 CRISPant tadpole brains.**
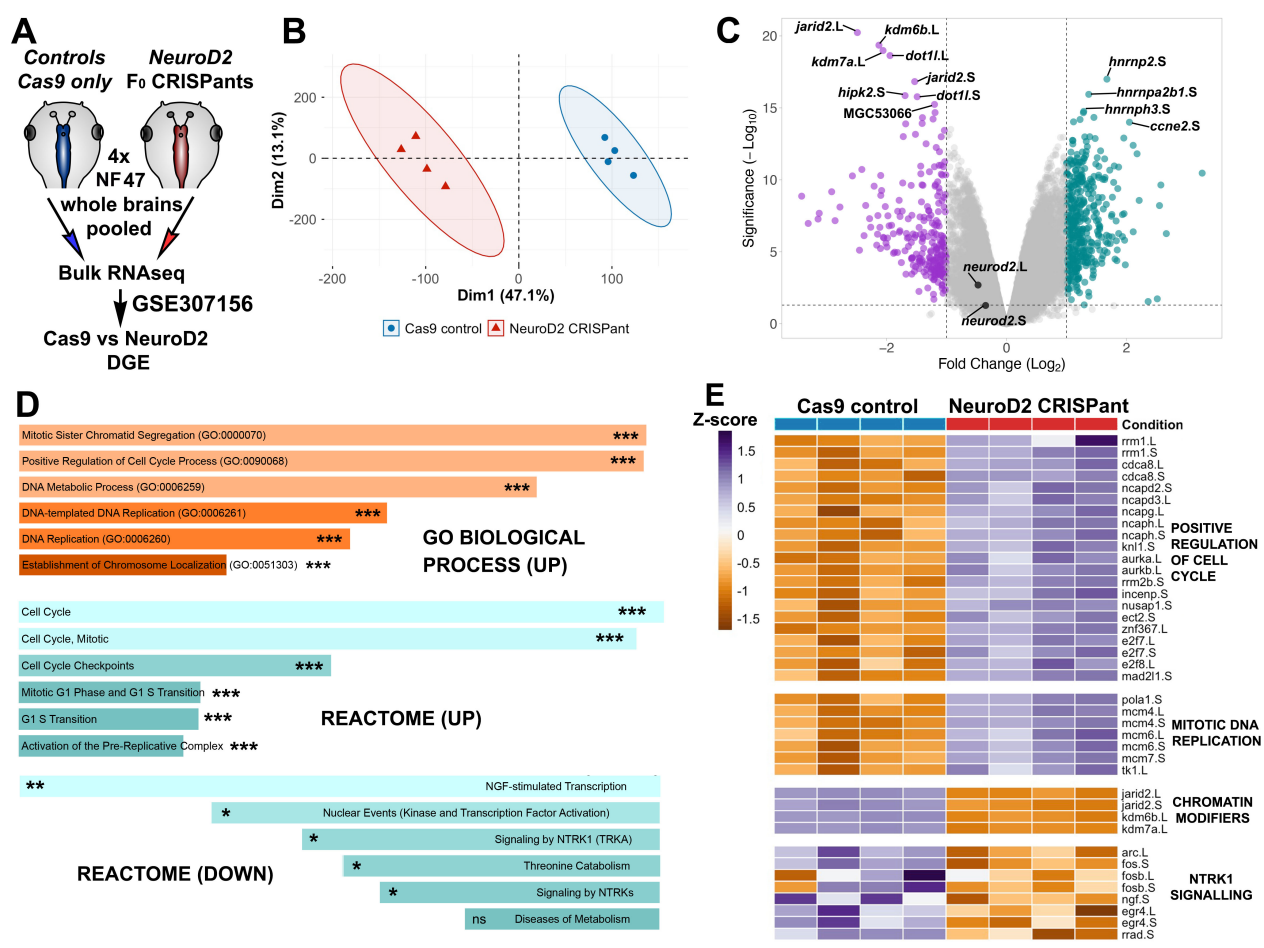
**A)** Schematic of sample preparation and processing. Each sample is four pooled stage NF47 tadpole brains, all animals were from a single sibship. **B)** Unsupervised PCA plot of normalised read counts (Log _2_ CPM) of CRISPant (red triangles) vs. control (blue circles) brain samples. Ellipses enclose 95% confidence intervals for each group. **C)** Volcano plot with top 12 significantly changed genes labelled (ranked by Manhattan). The *neurod2* .L and .S homeologues are also labelled. 70 up regulated (teal) and 75 down-regulated (purple) genes >Log _2_ FC 1.0 and p<0.01. **D).** Up-regulated genes with LFC >1 were compared to a custom background list of tadpole stage NF47 brains, the top 6 enriched categories are shown. PAdj (FDR) *** <0.001, **<0.01, *<0.05, ns non-significant for GO Biological Process and Reactome 2024 pathway, using Enrichr. E) Heat maps of selected enriched category genes, colour based on z-score of normalised Log _2_ CPM, as indicated on the key.

## Description

**Description**

NEUROD2 encodes a basic helix-loop-helix transcription factor that can induce cell cycle arrest and differentiation of neurons (Messmer et al., 2012; Olson et al., 2001). Two missense variants in the DNA-binding domain cause developmental and epileptic encephalopathy 72 (DEE72:&nbsp; OMIM #618374) in human infants and induce spontaneous seizures in *Xenopus* tadpoles&nbsp; (Sega et al., 2019). NEUROD2 variants carrying these mutations could not induce ectopic neurons in early *Xenopus* embryos, linking the proneural role of the gene to seizure susceptibility. Since this initial discovery, other missense mutations in NEUROD2 have been linked to developmental delay without seizures (Mis et al., 2021; Politano et al., 2023; Runge et al., 2021).

We have previously shown that mosaic CRISPR knockdown of *neurod2* in F _0 &nbsp;&nbsp;_ *Xenopus laevis* tadpoles leads to spontaneous seizures with telltale signs of inflammation such as a leaky blood brain barrier (Banerjee et al., 2024). The sgRNA we used results in a 4 bp deletion that truncates the protein early in the DNA binding domain, resulting in *neurod2* ^-/-^ (mosaic) tadpoles with 25-30% overall editing levels as determined from the pooled samples. Protein levels were not determined in this study. Here, we have investigated the transcriptional changes in the brain by comparing *neurod2* ^-/-^ (mosaic) CRISPants with their siblings that were injected only with Cas9.

A schematic of the experimental design can be found in panel A. The transcriptomes of brains from *neurod2* ^-/-^ (mosaic) tadpoles clustered separately from sibling controls in an unsupervised PCA plot of all normalised read counts (Panel B). 

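Whole brains of stage NF47 tadpoles were sequenced as 4 pools of neurod2 CRISPants and 4 pools of siblings injected only with Cas9, with 4 brains in each pool. CRISPants are F0 animals raised from injected eggs, so their brains are mosaics of edited and unedited cells. The authors prepared stranded mRNA libraries, mapped single reads to XENLA_10.1 with DRAGEN and counted them per gene with FeatureCounts. Xenopus laevis is allotetraploid, and the L and S homeologues of a gene were counted separately. Total counts ranged from 20985937 to 25937707 in the control pools (median 21901207.5) and from 18945762 to 25509904 in the CRISPant pools (median 22499622.5). The paper's stated depth is 30 M reads per sample. Of 41881 genes, 25171 had enough counts to be tested, and counts were normalised by TMM in edgeR. On log2 CPM of these genes, with each gene scaled, the first principal component held 45.6% of the variance and placed every CRISPant pool apart from every control pool (exact two-sided permutation test, p = 0.0286, the smallest p that 4 pools against 4 allow). The second component held 13.1% and did not separate the groups (exact two-sided permutation test, p = 0.83). All animals came from a single sibship, so p-values measure the spread between pools of siblings.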

Differential gene expression analysis revealed 407 up- and 254 down-regulated genes (>2-fold change and pAdj < 0.05). 

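Among named genes with non-overlapping groups and a mean of at least 2 CPM, the largest falls in CRISPant brains were in sds.S, a serine dehydratase, at a log2 fold change of -3.31, and in mt4.L, a metallothionein, at -3.14. The myosin gene myo5c.L fell with a log2 fold change of -2.91 and siglec1.L, a lectin gene of macrophages, with -2.57. The largest rises were in rrm2.2.L, a ribonucleotide reductase subunit, at 2.22, in ptrhd1.L at 2.18 and in tmem260.L at 2.12, followed by ccne2.S and the smooth muscle actin gene acta2.S at 1.99. In all, 504 genes were higher and 397 were lower by more than 2-fold at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Without a threshold on the fold, 5454 genes were higher and 5223 lower, which is 42.4% of the genes tested, and 70.9% of these changed by less than 1.5-fold. The 4 pools of each group did not overlap in 37.8% of genes, against 2.86% by chance. Both counts depend on the filter on low counts, with 407 higher and 254 lower genes at a CPM of at least 1 in at least 4 samples, and 675 and 645 with no filter. Tested against a 2-fold change with glmTreat, 62 genes were higher and 58 lower.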

Genes with the 12 top ranked scores can be seen in the labelled Volcano plot (Panel C). Three heterogeneous nuclear ribonucleoproteins (hnRNPs): the S homeologues of *hnrnpr* , *hnrnpaB1* and *hnrnph3* , were all highly upregulated in CRISPant brains. 

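The hnRNPs, which package and splice pre-mRNA, rose as a group, with 29 of 38 measured genes higher, 2 lower and 7 not passing the test. hnrnpr.S, on chromosome 2S from 74109475 to 74133658 of the v10.1 assembly, rose from 76.2 ± 4.83 CPM in control brains to 244 ± 12.6 CPM in CRISPant brains (SD, n = 4 pools each). This is a log2 fold change of 1.68 (standard error 0.06, adjusted p = 1.3e-14 from edgeR), the smallest p of any gene that rose, with CRISPant pool 3 under the other CRISPant pools. hnrnpa2b1.S rose with a log2 fold change of 1.38 and hnrnph3.S with 1.29, while hnrnpab.S rose less, with 0.61. Adjusted over the list alone, 30 hnRNP genes were higher and 2 lower. The list passed camera in limma with a preset correlation (adjusted p = 6.3e-23), and had an adjusted p = 0.102 with an estimated correlation. Of 27 SR splicing factors and CLK kinases, 18 rose, among them srsf1.S with 0.83, and 3 fell, also when adjusted over the list alone (camera, adjusted p = 2.5e-08, and 0.0725 with an estimated correlation).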

HnRNPs bind to nascent transcripts (pre-mRNA) to regulate their transport and splicing, so this result suggests reduced Neurod2 leads to increased post-transcriptional control. Dis-regulation of hnRNPs has recently been associated with a broad range of brain disorders (reviewed in (Brandão-Teles et al., 2024), and variants in the human ortholog HNRNPR are linked to neurodevelopmental delay (Duijkers et al., 2019; Gillentine et al., 2021).

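The neurod2.L homeologue lies on chromosome 9_10L from 2320724 to 2324717 and neurod2.S on chromosome 9_10S from 2068438 to 2073641 of the v10.1 assembly. neurod2.L fell from 36.4 ± 2.42 CPM in control brains to 26.2 ± 5.22 CPM in CRISPant brains (SD, n = 4 pools each), and every CRISPant pool was below every control pool. The fitted reduction was 27.8%, a log2 fold change of -0.47 (standard error 0.12, adjusted p = 0.0075 from edgeR). neurod2.S was at 46.5 ± 4.996 CPM in control brains and 36.6 ± 7.95 CPM in CRISPant brains, and the groups overlapped. Its fitted reduction was 21.3%, a log2 fold change of -0.34 (standard error 0.16), which did not pass the test (adjusted p = 0.11 from edgeR). The ratio of the homeologues was not shown to differ between the groups (limma, adjusted p = 0.25). neurod2.S passed the test without CRISPant replicate 4 (log2 fold change -0.47, adjusted p = 0.011 from edgeR) and when edgeR was run without its robust option (adjusted p = 0.025), while without CRISPant replicate 9 its log2 fold change was -0.22, a reduction of 14.1% (adjusted p = 0.082 from edgeR). With the counts of both homeologues summed, the log2 fold change was -0.40 (adjusted p = 0.061 from edgeR). Among 19 measured genes within 300000 bp of neurod2.L, none rose and 4 fell, and among 18 around neurod2.S, 3 rose and 2 fell. Over all 25171 genes tested, 5454 rose and 5223 fell, and an effect on neighbours was not tested.

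**Figure D1:**
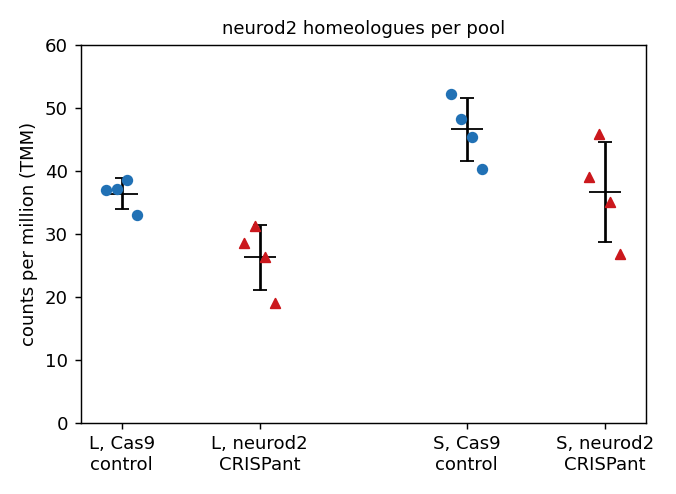
CPM, normalised by TMM, of neurod2.L and neurod2.S in each of the 4 control pools (blue circles) and 4 CRISPant pools (red triangles), with the mean and SD as black lines. The CRISPant pools of neurod2.L lie between 18.98 and 31.1 CPM, all under the control pools, while the groups of neurod2.S overlap.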

The *neurod2* ^-/-^ (mosaic) brains showed an overall 21% reduction in *neurod2.S* and 28% for *neurod2.L,* consistent with observed editing levels. 

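In CRISPant brains, genes of DNA replication and mitosis rose nearly without exception. Of 58 measured genes for replication licensing and fork proteins, 53 rose and none fell, with a median log2 fold change of 0.79. Of 71 mitosis genes, 67 rose and none fell, with a median of 0.90. Examples are the licensing factor mcm4.S with a log2 fold change of 1.48, the proliferation marker mki67.S with 1.08 and top2a.L, a topoisomerase that untangles chromosomes, with 0.99. Among 24 genes of nucleotide supply for DNA synthesis, 16 rose and 1 fell, and among 29 condensins and cohesins, 18 rose and 1 fell. Adjusted over the list alone, 55 licensing and fork genes, 68 mitosis genes, 17 nucleotide genes and 19 condensins and cohesins were higher, with 1 lower in each of the last pair of lists. All 4 lists passed camera in limma with a preset correlation, with adjusted p = 1.3e-31 for licensing and fork proteins, 5.7e-47 for mitosis, 1.0e-15 for nucleotide supply and 2.7e-10 for condensins and cohesins. None held with an estimated correlation, where the adjusted p was 0.115 for mitosis and 0.151 for the other lists. Markers of cartilage, fibroblasts and meninges moved with them in 9 of 24 genes that rose, against 3 that fell, with the collagen genes col1a1.L at 1.38 (CRISPant pool 4 under the others) and col3a1.S at 0.83, and that list did not pass camera (adjusted p = 0.103).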

Reduced *neurod2* correlated with significant up-regulation of many genes involved in control of the cell cycle *. 

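Among the cyclins, CDKs and E2Fs that drive entry into S phase, 25 of 45 measured genes rose, 6 fell and 14 did not pass the test. ccne2.S, on chromosome 6S from 116965653 to 116977023 of the v10.1 assembly, rose from 4.81 ± 0.510 CPM in control brains to 20.1 ± 1.56 CPM in CRISPant brains (SD, n = 4 pools each). Its fitted rise was 4.16-fold (log2 fold change 2.06, standard error 0.10, adjusted p = 5.2e-12 from edgeR). ccne2.L rose with a log2 fold change of 1.73, and the ratio of the homeologues was not shown to differ between the groups (limma, adjusted p = 0.14). Cyclin A2 (ccna2.L) rose with 1.57 and cdk2.S, the partner of both cyclins, with 1.28, and control pool 2 stood under the other controls for each. The counts were the same, 25 higher and 6 lower, when adjusted over the list alone. The list passed camera in limma (adjusted p = 1.2e-10), with an adjusted p = 0.283 with an estimated correlation.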

Ccne2* , one of the most significantly up-regulated genes (Panel C, 4-fold change), encodes Cyclin E2, which partners with Cdk2 to drive G1 to S-phase transition. Up-regulation of genes associated with cell cycle regulation was also a strong signature of gene enrichment analyses (Panel D).&nbsp; Heatmaps of z-scores for GO:0090068 “Positive Regulation of Cell Cycle Process” (PAdj=7.9E-10) and GO:1902969 “Mitotic DNA Replication” (PAdj=5.4E-05) show consistent up-regulation of these sets within samples (Panel E), suggesting this is linked to editing levels in the brain. 

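All 21 genes shown in Fig. 1E for positive regulation of the cell cycle rose in CRISPant brains, 20 of them by more than 2-fold, and so did all 7 genes shown for mitotic DNA replication. In the first set log2 fold changes ran from 0.37 for rrm1.L to 1.94 for rrm2b.S, with e2f7.L, a transcriptional repressor of the cell cycle, at 1.61 and the kinase gene aurka.L at 1.14. In the other set they ran from 1.06 for mcm6.L to 1.85 for mcm6.S (control pool 2 under the other controls), with the polymerase gene pola1.S at 1.303. Median log2 fold changes were 1.25 and 1.303. The study chose both sets on these samples, so their direction is not independent evidence, and the same counts were reached when adjusted over the list alone. Both passed camera in limma (adjusted p = 1.0e-40 and 4.4e-19), each with an adjusted p = 0.0725 with an estimated correlation.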

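Markers of neural progenitors rose more often than they fell, with 26 of 61 measured genes higher, 4 lower and 31 not passing the test, and a median log2 fold change of 0.22. The intermediate filament gene nes.L rose with a log2 fold change of 0.98 (43.1 to 85.3 CPM, control pool 2 under the other controls), and gli3.L, a transcription factor of Hedgehog signalling, with 0.50 (CRISPant pool 7 over the others). sox2.L, another marker of progenitors, had -0.11 and did not pass (adjusted p = 0.16 from edgeR). Of 54 genes of mature neurons and synapses, 22 fell, 6 rose and 26 did not pass, with a median of -0.09. dlg4.L, a scaffold of the postsynaptic density, fell with -0.47, while uchl1.S rose with 0.76. Adjusted over the list alone, 28 progenitor genes were higher and 6 lower, and 7 neuron genes were higher and 22 lower. With camera in limma the adjusted p was 0.0052 for progenitor markers and 0.027 for neuron genes, and neither held with an estimated correlation (adjusted p = 0.493 and 0.754 with an estimated correlation). Other splits of the 8 pools reached adjusted p of 7.3e-06 for the progenitor list, whose mean per pool set the groups apart (exact two-sided permutation test, p = 0.0286), and 8.0e-12 for the neuron list, whose mean did not (p = 0.0857). The neuron call was also lost without control replicate 2, CRISPant replicate 7 or CRISPant replicate 9, with adjusted p from camera between 0.0013 and 0.116 over the pools left out.

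**Figure D2:**
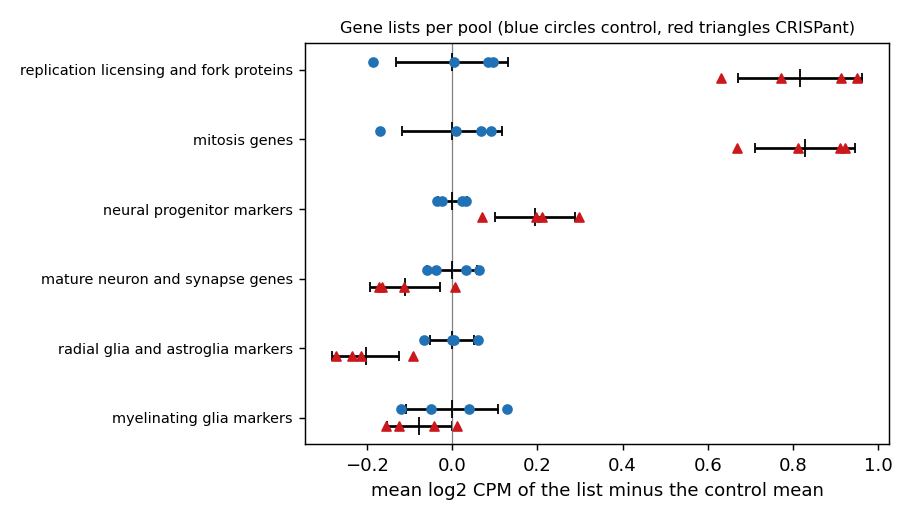
Mean log2 CPM of 6 gene lists in each pool, minus the mean of the control pools, for control pools (blue circles) and CRISPant pools (red triangles), with the mean and SD of each group as black lines. For licensing and mitosis genes the CRISPant pools lie at 0.63 to 0.95 and apart from the control pools, while the groups overlap for mature neuron genes.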

The relatively higher expression of cell cycle genes in *neurod2* ^-/-^ (mosaic) brains compared to their sibling controls suggests that more neural progenitor cells are present, and that fewer are exiting the cell cycle to differentiate. Further, when we looked at cell type markers identified in a previous transcriptome analysis of *X. laevis* brains (Ta et al., 2022) we found that CRISPants express lower levels of neuronal and glial markers, and higher levels of neural progenitor cell (NPC) markers (Table 1).

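Each of the 11 markers in Table 1 changed in the direction the table gives, with 4 higher and 7 lower, also when adjusted over the list alone. Among progenitor markers, notch1.S rose from 60.8 ± 2.29 to 87.7 ± 5.54 CPM (SD, n = 4 pools each), a log2 fold change of 0.53, and vim.L, nes.S and hes5.2.L rose with 0.53, 0.73 and 0.46. The neuronal transcription factor lmx1b.2.L fell with -0.68, and glutamine synthetase fell with -0.86 for glul.S and -0.89 for glul.L (208 ± 24.1 to 112 ± 7.28 CPM). The myelin gene mpz.S fell with -1.45 from a low level (2.68 to 0.967 CPM), mbp.S with -0.28 and aif1l.L with -0.43. sox10.L, which Table 1 assigns to both progenitors and glia, fell with -0.35 (adjusted p = 0.033 from edgeR). That call was lost without control replicates 1, 2 or 5 and without CRISPant replicates 3 or 9 (adjusted p from 0.0601 to 0.125 from edgeR). The study chose these markers on these samples, so their direction is not independent evidence. Outside Table 1, 22 of 57 progenitor markers rose and 4 fell. Of 21 radial glia and astroglia markers, 9 fell and 3 rose (10 and 3 adjusted over the list alone), with aldh1l1.L at -1.72. That list passed camera in limma (adjusted p = 0.0015), with an adjusted p = 0.236 with an estimated correlation. Of 25 markers of myelinating glia, 6 fell and 3 rose, among them mag.L with 0.51, and the list did not pass camera (adjusted p = 0.505). From the higher expression of cell cycle genes, the paper proposes that CRISPant brains hold more neural progenitor cells and that fewer of them leave the cell cycle to differentiate, and it adds the levels of these markers.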

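Ordered by p, the genes that fell in CRISPant brains began with jarid2.L, kdm6b.L, kdm7a.L, dot1l.L, jarid2.S, hipk2.S and dot1l.S. jarid2.L, on chromosome 6L from 97641096 to 97783115 of the v10.1 assembly, fell from 570 ± 20.01 CPM in control brains to 102 ± 7.89 CPM in CRISPant brains (SD, n = 4 pools each). This is a log2 fold change of -2.48 (standard error 0.06, adjusted p = 2.8e-17 from edgeR). Log2 fold changes of the other genes ran from -1.49 for dot1l.S to -2.13 for kdm6b.L, and in each of the 7 every CRISPant pool was below every control pool. The homeologues of a pair fell by different amounts, and the ratio of L to S differed between the groups for jarid2 (limma, adjusted p = 5.6e-04), kdm6b (7.3e-04), kdm7a (4.2e-04), dot1l (0.0025) and hipk2 (7.2e-04). The 4 chromatin genes of Fig. 1E all fell, also when adjusted over the list alone, with a median of -2.09. They passed camera in limma with a preset correlation (adjusted p = 2.0e-69) and, as the only list of 48, with an estimated correlation (adjusted p = 3.3e-04 with an estimated correlation). The study chose these genes on these samples, so their direction is not independent evidence.

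**Figure D3:**
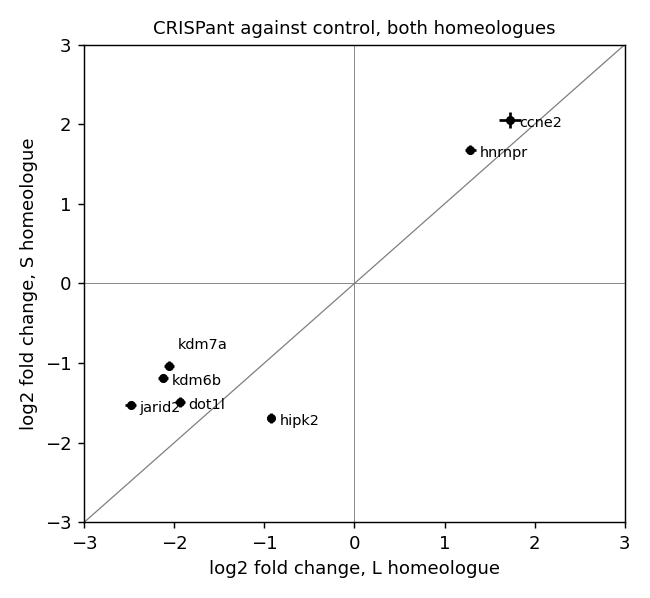
Log2 fold change of CRISPant against control brains for the L homeologue (horizontal axis) and the S homeologue (vertical axis) of 7 genes (bars, standard errors; grey line, equal change). jarid2, kdm6b, kdm7a and dot1l fell more in the L homeologue and hipk2 more in the S homeologue, while hnrnpr and ccne2 rose in both.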

Intriguingly, the seven most significantly down-regulated genes (Panel C) all have roles in chromatin remodelling. Jarid2 protein helps recruit polycomb repressive complex2 (PRC2) to target genes. 

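jarid2.S fell as well, from 890 to 309 CPM, with a log2 fold change of -1.53 (standard error 0.05). Other members of PRC2, which methylates histone H3 at K27, went both ways. The core subunit suz12 fell with a log2 fold change of -1.22, while the methyltransferase gene ezh2.S rose with 1.20. Of 22 measured genes of PRC2 and its partners, 10 rose and 7 fell, also when adjusted over the list alone, and 5 did not pass the test. The median log2 fold change was 0.06 and the mean -0.04, and camera in limma called the list lower (adjusted p = 0.0145). That call was lost with an estimated correlation (adjusted p = 0.214 with an estimated correlation) and without CRISPant replicate 4 (adjusted p = 0.0762 from camera), within a range of 0.0099 to 0.0762 over the pools left out. The mean of the list per pool overlapped between the groups (exact two-sided permutation test, p = 0.257).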

In humans, JARID2 is expressed in neurons and haploinsufficiency is associated with developmental delay and ID (Verberne et al., 2021). 

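Among histone lysine demethylases, the genes for removal of H3K27 and H3K9 methylation kdm6b and kdm7a fell in both homeologues, while the list as a whole was mixed. kdm6b.L fell from 1268 ± 63.4 to 290.5 ± 16.0 CPM (SD, n = 4 pools each) and kdm6b.S, the more abundant copy, with a log2 fold change of -1.19. kdm7a.L fell from 184 ± 2.99 to 44.3 ± 2.99 CPM, a log2 fold change of -2.06 (standard error 0.06, adjusted p = 2.1e-16 from edgeR), and kdm7a.S with -1.03. Of 34 measured demethylase genes, 9 fell, 6 rose and 19 did not pass the test (10 lower and 6 higher adjusted over the list alone). The median log2 fold change was -0.04 and the mean -0.20, and the 4 genes that fell by more than 2-fold were those of kdm6b and kdm7a. The list passed camera in limma (adjusted p = 1.4e-05), with an adjusted p = 0.0725 with an estimated correlation.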

Two lysine demethylase coding genes *kdm6b* .L, and *kdm7a* .L, are also highly downregulated in CRISPant brains which points to an increase in repressive H3 methylation groups. Dot1l (disruptor of telomeric silencing like 1) is an H3K79 histone methyltransferase with a role in regulating cell cycle (Kim et al., 2014); in developing mouse brains it promotes progenitor proliferation (Franz et al., 2019). 

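dot1l.L fell from 400.4 ± 5.65 to 104 ± 7.62 CPM (SD, n = 4 pools each), a log2 fold change of -1.94 (standard error 0.06, adjusted p = 4.1e-16 from edgeR), and dot1l.S from 536 ± 14.7 to 191 ± 16.9 CPM, where CRISPant pool 9 stood under the others. Of 50 measured genes for histone lysine methyltransferases, 18 fell, 11 rose and 21 did not pass the test (19 lower and 11 higher adjusted over the list alone). setd1b.L, which methylates H3K4, fell with a log2 fold change of -0.94. The 2 genes of the list that fell by more than 2-fold were those of dot1l, and 2 rose by more than 2-fold, suv39h1.L, which methylates H3K9, with 1.54 and smyd3.L with 1.21. The list passed camera in limma (adjusted p = 0.0075), with an adjusted p = 0.246 with an estimated correlation. With the counts of homeologues summed, the adjusted p from camera was 0.0761.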

Very recently, partial loss of DOT1L has been shown to result in a neurodevelopmental disorder, with altered neuronal transcription and behavioural responses in mouse and zebrafish models (Maroni et al., 2025). Finally, *hipk2* .S encodes homeodomain interacting protein kinase 2, and targets of this enzyme include histone 2B, although this role is linked to cytokinesis rather than DNA accessibility. 

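hipk2.S fell from 307 ± 29.7 CPM in control brains to 95.1 ± 5.02 CPM in CRISPant brains (SD, n = 4 pools each). The log2 fold change was -1.69 (standard error 0.07, adjusted p = 1.4e-13 from edgeR). hipk2.L fell less, with -0.93 (433 to 228 CPM).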

HIPK2 is highly expressed in human central nervous system, and in mice it promotes cortical neurogenesis (Sardina et al., 2023).

Gene ontology enrichment analysis of down-regulated genes revealed that Nerve growth factor (NGF)-stimulated transcription and signalling by NTRK1 (Reactome, pAdj=0.005 and 0.035, panel D) were over-represented. NGF is the ligand for Ntrk1, a receptor tyrosine kinase, and the pathway regulates neuronal survival and axon guidance. In *neurod2* ^-/-^ (mosaic) tadpole brains, the *ntrk1* .L and S homeologues are expressed at ~80% of control levels, indicating only a small reduction in the transcription of the receptor. In contrast, *ngf.S* &nbsp;expression is 2.3-fold lower in *neurod2* ^-/-^ (mosaic) brains, and several downstream targets are also reduced, suggesting suppression of this pathway in the CRISPant brains (Panel E). 

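Among the lower genes shown in Fig. 1E, which the study chose on these samples and which are not independent evidence, egr4.L and egr4.S, zinc finger genes induced by neuronal activity, fell with log2 fold changes of -1.67 and -1.58, rrad.S with -1.41 (control pool 1 under the other controls), fos.S with -1.19, fosb.S with -1.07 and arc.L, a regulator of synapses, with -1.04. fosb.L had -0.58 and did not pass the test (adjusted p = 0.15 from edgeR), but passed without control replicate 1 (adjusted p = 0.028 from edgeR, log2 fold change -0.83). Of 55 measured immediate early genes, 27 fell and 3 rose, also when adjusted over the list alone, with a median log2 fold change of -0.38. Among the 49 of them outside Fig. 1E, 22 fell and 3 rose, with dusp5.S at -1.59 and the nuclear receptor gene nr4a1.S at -1.28. The list passed camera in limma (adjusted p = 2.7e-07), with an adjusted p = 0.282 with an estimated correlation, and other splits of the 8 pools reached an adjusted p of 5.1e-11, while its mean per pool set the groups apart (exact two-sided permutation test, p = 0.0286).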

While no links have been found between this pathway and DEE, missense mutants in the related gene NTRK2 are known to cause DEE58 (OMIM #617830: Hamdan et al., 2017).

Taken together, the observed up-regulation of cell cycle genes, likely increase in histone methylation-based repressive marks and down-regulation of neurotrophic signalling suggests *neurod2* ^-/-^ (mosaic) brains have a greater proportion of cells that fail to exit the proliferating progenitor state. While our ontology analysis assumes that human genes and their *X. laevis* orthologues have conserved roles in brain development, modelling of rare genetic disease in *Xenopus* indicates that fundamental processes are conserved (Willsey et al., 2024). Our analysis of *neurod2* ^-/-^ (mosaic) brain transcriptomes, while limited to a single stage, shows that tadpole models may be useful in understanding the aetiology of other DEE, providing a useful step on the way to future therapy.

**Table 1: Significantly changed cell-type marker expression in neuroD2 ^-/-^ (mosaic) tadpole brains. Cell type designation from (Ta et al., 2022), NPC are neural precursor cells.**

**Table:** 

**Gene name**	Gene ID (NCBI)	**LogFC**	**PAdj**	**Cell Type**	**Change in CRISPants**
*notch1.S*	394367	0.525	5.27E-07	NPC	UP
*vim.L*	386601	0.521	8.44E-07	NPC	UP
*nes.S*	397776	0.728	0.00098	NPC	UP
*hes5.2.L*	396151	0.454	0.00028	NPC	UP
*lmx1b.2.L*	108710365	-0.683	8.44E-07	Neurons	DOWN
*mpz.S*	100037196	-1.457	0.00080	Glia	DOWN
*aif1l.L*	444577	-0.437	0.00442	Glia	DOWN
*mbp.S*	399102	-0.284	0.00105	Glia	DOWN
*sox10.L*	398422	-0.352	0.03130	NPC+Glia	DOWN
*glul.S*	444294	-0.859	1.17E-07	Glia + Neurons	DOWN
*glul.L*	398556	-0.893	1.02E-07	Glia + Neurons	DOWN

## Methods

F _0_ CRISPants were made using a sgRNA that targets both L and S homeologues of *Xenopus laevis* NeuroD2, in the DNA binding domain, resulting formation of a non-functional protein (Banerjee et al., 2024). Whole brains were dissected at Nieuwkoop and Faber (NF) stage 47 (Nieuwkoop & Faber, 1994) and snap frozen on dry ice in groups of four. Four such biological replicate samples were used for each condition. Total RNA was extracted using a Qiagen RNeasy mini kit with an on-column DNaseI treatment. Libraries were prepared using 1 mg of RNA with RIN >9.5 and sequenced using Illumina Nextseq P2 by the Otago Genomics Facility, University of Otago, New Zealand, generating ~30 M reads per sample. Single reads of 100 bp were mapped to XENLA_10.1 genome build (Xenbase, accessed November 2024, RRID:SCR_003280) using DRAGEN v 4.0.4. Galaxy EU (RRID:SCR_006281) was used to generate read counts using FeatureCounts (Liao et al., 2014) and to normalise read counts and identify differentially expressed genes with EdgeR (Robinson et al., 2010). Sequencing data and read counts are available at NCBI GEO (Edgar et al., 2002, RRID:SCR_005012) under accession GSE307156. Genes with fold change of > 2 and Benjamini-Hochberg corrected FDR <0.05 (PAdj) between control and CRISPant brains were considered differentially expressed. Enrichr (RRID:SCR_001575) was used with a custom background list of brain expressed genes to identify enriched gene ontologies (Chen et al., 2013; Kuleshov et al., 2016). GO Biological Process (Ashburner et al., 2000; The Gene Ontology et al., 2023) and Reactome 2024 (Milacic et al., 2023) tables were mined for this analysis. The Volcano plot was created using VolcaNoseR (Goedhart & Luijsterburg, 2020). Heatmaps were made from Z-scores of normalised read counts using the pheatmap package (Kolde, 2025) in R v4.5.1 (R Development Core Team, 2024). Principal component analysis (PCA) plot was also generated in R v4.5.1 from normalised read counts (Log _2_ counts per million) using FactoMineR (Lê et al., 2008) and factoextra packages (Kassambara & Mundt, 2020) and plots rendered with ggplotR (Wickham, 2016).

**Animal Ethics** : all work with *X. laevis* was approved by the University of Otago Animal Ethics Committee under AUP 22/12 and AUP 22/24.

How the deposited data were processed for this re-analysis (not part of the article)

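RNA from tadpole brains was sequenced in 8 samples, 4 neurod2 CRISPant pools and 4 control pools. The authors mapped single reads to the XENLA_10.1 build with DRAGEN and counted reads per gene with FeatureCounts. The count table holds whole numbers for 41881 genes with no normalisation, and the paper's text does not name the strand and multi-mapping settings of FeatureCounts. Every column of the table was mapped to a sample by its library name. Replicates of a group differed by more than sampling noise in every pair.

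Genes were filtered with filterByExpr (a minimum count of 10), which kept 25171, and were normalised by TMM and tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with robust estimation and condition as the only term. Genes that rose or fell are those with a Benjamini-Hochberg adjusted p under 0.05 in this test, and standard errors were derived from the fold change and the F statistic. CPM are normalised by TMM, and the log scale used a prior count of 2. Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 48 lists, and again with an estimated correlation and with fry. The lists were written before the data were examined, from general knowledge, except 5 copied from Fig. 1E and Table 1. Several of the others hold genes that the paper reports as changed in these same pools, so they are not fully independent of it. Examples are hnrnpr in the hnRNPs, kdm6b and kdm7a in the demethylases, dot1l in the methyltransferases and jarid2 in PRC2. Others are rrm2b in nucleotide supply and ncapg in the condensins and cohesins. A gene matched a list by its symbol without the L or S ending. Of the tested genes, 23114 were matched by symbol to the RefSeq annotation of the v10.1 assembly, which gave the coordinates. The ratio of L to S was tested with limma on log2 CPM in 7427 pairs. Named genes followed a rule written before the data were examined: genes the paper names, with its values seen beforehand, the 5 genes in each direction with the largest fold changes among named genes with a mean of at least 2 CPM and no overlap between groups, the 5 with the smallest p, and up to 4 members with the smallest p of each list discussed. Members of lists outside this rule (sox2.L, suv39h1.L, smyd3.L, gcat.L, sds.L, clock.L, clock.S and bmal1.L) were chosen after their values were seen.

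Alternatives were size factors by the median of ratios, DESeq2 1.42.0, no filter, a CPM of at least 1 in at least 4 samples, edgeR without its robust option, the likelihood ratio test, glmTreat, summed homeologues, and each pool left out in turn. In data simulated from these counts with 4 pools against 4, 100 genes were changed 2-fold and 100 genes 1.5-fold. The edgeR test recovered 88% and 63% of them, and 12 unchanged genes made up 7.36% of the calls. In the real data 42.4% of the genes tested passed, so these shares need not hold there. With 1 simulated list raised, camera called that list and 0 others of 48. Genes were simulated independently of each other, so this cannot show how camera does where genes of a list vary together. The Enrichr libraries and the custom background behind Fig. 1D were not used here, and sequence reads were not analysed here. Some genes and lists that were tested are not reported here.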

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

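The tests of reads shared between homeologues, of a lower share of neurons and of the time of day were chosen after the result was seen, as were the splits of the pools for the circadian clock, microglia, p53, temperature, SR splicing and ATF4 lists, and the other splits and the thinning of libraries before.

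Many genes differ between the groups. Chance is argued against for the counts of genes higher by more than 2-fold (504), lower by more than 2-fold (397), higher (5454) and lower (5223), since only the real split, 1 of the 35 splits of the 8 pools into 4 and 4, reached them. That is the smallest share possible. The highest of the other splits was 0, but these mix pools of both groups, so a real difference widens their spread. They do not show what chance alone gives. A difference in library size is argued against, because 93.9% of the genes called were still called in the same direction after every library was thinned to 18945762 counts. Editing and any unrecorded difference in batch, rearing or dissection that follows the groups cannot be told apart, since the labels give no batch.

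The 7 genes with the smallest p among those that fell, copies of jarid2, kdm6b, kdm7a, dot1l and hipk2, fell by more than 2-fold. Reads moved between homeologues are argued against as the cause, because with L and S counts summed the median log2 fold change of the 5 genes was still -1.49, with -1.20 for the least changed, hipk2. An even loss of neurons is argued against too. The median of the mature neuron list minus 2 SD of its members, -0.67, lies above the highest of the 7 genes, -1.49. A list of general neuron genes cannot test a loss of only some neurons, which stays open. A regulatory effect of neurod2 editing on these genes remains a hypothesis, and a handling difference between the groups stays open.

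Genes of the immediate early list and of the circadian clock list fell together. Other splits of the 8 pools gave smaller adjusted p from camera for either list (5.1e-11 and 2.1e-05), so chance cannot be excluded for these list calls. The first of these splits set control 1 with CRISPant 4, CRISPant 7 and CRISPant 9, and the other set CRISPant 4 with control 1, control 2 and control 5. Both thus carry part of any group difference and are not evidence for chance. The mean per pool of each list set the groups apart (exact two-sided permutation test, p = 0.0286 each). The median of the mature neuron list, -0.092, lies above the -0.38 of immediate early genes by about its members' spread of 0.29 (SD), so the test set on that spread was undecided. As means per pool against the control mean, CRISPant pools had -0.11 (SD 0.082) for neuron genes and -0.48 (SD 0.077) for immediate early genes. This argues against an even loss of neurons as the whole of the fall of immediate early genes. A loss of only some neurons cannot be told apart from a lower expression per cell. A different time of day at dissection predicts a rise of the positive arm of the clock against a fall of its output arm; the positive arm had a median of -0.16 over 5 genes (SD 0.27) and the output arm -0.26 over 12, which leaves this open. The paper gives no time of dissection.

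Single pools stood apart from the other 3 of their group in 11 of the 236 groups of 4 pools examined, where chance gives about 1 in 20 groups, or 11.8. CRISPant pool 3 had 225 CPM of hnrnpr.S, under the other CRISPant pools. CRISPant pool 9 had 166 CPM of dot1l.S, also under the others. Control pool 2 stood apart in 5 of the 11, with 7.05 CPM of ccna2.L, 10.8 CPM of cdk2.S, 10.9 CPM of mcm6.S and 36.7 CPM of nes.L, under the other controls, and with 3.20 CPM of csf3r.L, over them. Control pool 1 had 1.94 CPM of rrad.S, under the other controls. CRISPant pool 7 had 85.2 CPM of gli3.L and CRISPant pool 4 had 28.5 CPM of ntrk3.L, over the other CRISPant pools, and CRISPant pool 4 had 19.97 CPM of col1a1.L, under them. Beyond the gene groups the paper discusses, 6 lists passed camera in limma with every CRISPant pool on 1 side of every control pool, but all 6 calls were lost with an estimated correlation, and for 4 of them (microglia, p53, clock and temperature) other splits of the pools gave smaller adjusted p. Their median log2 fold changes, with the adjusted p with an estimated correlation in brackets, were -0.48 for microglia and macrophage markers (0.534), 0.29 for p53 targets (0.493), 0.36 for SR splicing factors and CLK kinases (0.0725), -0.26 for circadian clock genes (0.283), 0.31 for temperature response genes (0.497) and 0.26 for the ATF4 response to amino acid deprivation and stress (0.333).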

How the results depend on the processing

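The alternatives for the first principal component with a CPM filter and for the homeologue ratio were chosen after seeing the data, and all others before. No paired analysis was possible because the replicate numbers of controls (1, 2, 4, 5) and CRISPants (3, 4, 7, 9) share only 1 number. The count of genes lower by more than 2-fold was 254 with a CPM of at least 1 in at least 4 samples, 645 with no filter and 58 with glmTreat, and the count of higher genes was 62 with glmTreat; filters change which genes are tested, and glmTreat tests against 2-fold. Over the other alternatives higher genes numbered 407 to 675, and without 1 pool 481 to 614 were higher and 407 to 499 lower. neurod2.L kept its direction throughout (-0.57 to -0.34 without 1 pool) and missed the threshold with homeologues summed (-0.40). neurod2.S passed with edgeR not robust (-0.34, adjusted p = 0.025) and without CRISPant replicate 4, with a range of -0.47 to -0.22 without 1 pool; the cause was not tested.

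With an estimated correlation 1 of 48 lists passed, against 25 with the preset value and 24 to 25 without 1 pool. The adjusted p was then 0.493 for progenitor markers, 0.754 for neuron genes, 0.236 for radial glia, 0.151 for licensing and 0.283 for G1 to S genes. It was 0.115 for mitosis, 0.102 for hnRNPs, 0.214 for PRC2, 0.0725 for demethylases, 0.246 for methyltransferases and 0.282 for immediate early genes. Why these calls were lost was not tested. In fry the neuron genes did not pass (adjusted p = 0.129). The other lists named here all passed fry, with adjusted p from 1.5e-05 for demethylases to 0.0075 for progenitor markers. With homeologues summed, the adjusted p from camera was 0.0761 for methyltransferases, and the cause was not tested. Without 1 pool it ranged from 0.0013 to 0.116 for neuron genes (lost without control replicate 2, CRISPant replicate 7 or CRISPant replicate 9) and from 0.0099 to 0.0762 for PRC2 (lost without CRISPant replicate 4). The share of homeologue pairs with the same sign was 77.0% to 78.8% without 1 pool, and the first component kept its separation under every alternative (37.1% to 54.5% of the variance).

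Of the named genes' values under alternatives, 3016 kept direction and side of the threshold, 18 newly passed, 87 no longer passed and 4 turned direction; none of the 4 had passed except rps9.L. With homeologues summed, dsp.S had 0.21, ntrk2.S 0.11, otx2.S 0.013 and rps9.L 0.072, since the other homeologue enters the sum. With every library thinned to 18945762 counts, 93.9% of the genes called were still called in the same direction, and what depth limits for genes near 1 CPM was not tested.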

Differences from the paper's values

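No test was chosen after the result was seen, apart from the CPM filter on the first principal component. The paper reports 254 genes lower by more than 2-fold at an adjusted p under 0.05, and the value here is 397. Of the alternatives set before the data were examined, a CPM of at least 1 in at least 4 samples gives 254 (and 407 higher genes, the paper's count), while size factors by the median of ratios (397), DESeq2 (382), no filter (645), edgeR not robust (399), the likelihood ratio test (402), glmTreat (58) and every pool left out (407 to 499) stay outside 1.5 times the paper's count. For genes changed by more than 2-fold at p under 0.01 the paper's counts in Fig. 1C are 70 higher and 75 lower, and the values here are 491 and 378, or 459 and 336 at an adjusted p under 0.01, since the legend does not say which p it used. At p under 0.01 none of the alternatives run comes within 1.5 times of the paper's counts, glmTreat being nearest with 161 and 121, while glmTreat at an adjusted p under 0.05 gives 62 and 58, which lie within 1.5 times of them.

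Adjusted p in Table 1 differ by more than 1.5 times for 4 genes. For vim.L the paper's value is 8.44e-07 and the value here 5.5e-07, and size factors by the median of ratios and the CPM filter (8.4e-07) come within 1.5 times, while the other alternatives do not. For glul.S the paper's value is 1.17e-07 and the value here 7.5e-08, with size factors by the median of ratios, edgeR not robust, the CPM filter (1.2e-07) and control replicate 5 left out within 1.5 times. For glul.L the paper's value is 1.02e-07 and the value here 6.7e-08, with the same first 3 settings (1.0e-07 with the CPM filter) and control replicate 2 left out within 1.5 times, and the other alternatives outside it for both genes. For lmx1b.2.L the paper's value is 8.44e-07, the same as it prints for vim.L, and the value here is 3.4e-05, with no alternative within 1.5 times. The log2 fold changes of all 11 genes matched within the spread of the CRISPant pools. With the CPM filter, chosen for this result after seeing the values, the first principal component holds 47.1%, which matches the percent printed in Fig. 1B.

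Where the paper's text names hnrnpaB1 among the hnRNPs that rose highly, hnrnpab.S had a log2 fold change of 0.61 and hnrnpa2b1.S, the gene labelled in Fig. 1C, 1.38. fosb.L stands among the lower genes of Fig. 1E and had -0.58 here (adjusted p = 0.15 from edgeR), and it passed without control replicate 1 (0.028) and with homeologues summed (0.025), within the same direction. For hes5.2.L, Table 1 gives the identifier 396151 and the RefSeq annotation 398151, and the other 10 identifiers match.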

Other observations

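Serine metabolism, the mitochondrial genome and other groups named here as such were chosen after the values were seen, as were the splits of the pools for 10 further lists, and the lists and the other splits before. Enzymes of serine synthesis rose in all 6 of 6 genes with a median log2 fold change of 0.76, with psph.S at 1.52 and phgdh.S at 1.02, while 5 of 6 genes of serine and threonine breakdown fell, with sds.L at -2.37 and gcat.L at -1.40. Genes of the mitochondrial genome rose in 9 of 13 cases and fell in none, with a median of 0.32. Microglia and macrophage markers fell in 7 of 18 cases and rose in none, also when adjusted over the list alone, with lcp1.S at -1.91, c1qc.L at -1.09 and csf3r.L at -1.08, each from a low level (2.28 to 2.68 CPM in control brains), and the list had an adjusted p = 0.0469 from camera and 0.534 with an estimated correlation, a call lost also without control replicates 1 or 5 or CRISPant replicate 4. Of 35 genes for GABA and glutamate receptors and GABA synthesis, 14 fell and 1 rose (15 and 2 adjusted over the list alone), with gria2.L at -0.77, and of 32 voltage-gated channels linked to epilepsy, 12 fell and 1 rose, also when adjusted over the list alone, with cacna1e.L at -0.70. Both lists passed camera in limma (adjusted p = 0.0075 and 0.0020), with adjusted p = 0.693 and 0.544 with an estimated correlation, and their means per pool overlapped between the groups (exact two-sided permutation test, p = 0.114 and 0.0571).

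Circadian clock genes fell in 16 of 30 cases and rose in 1, also when adjusted over the list alone, with cry2.L at -1.34, clock.L at -0.56 and clock.S at -0.51, against 0.79 for nr1d1.L, while bmal1.L had 0.05 and did not pass (adjusted p = 0.74 from edgeR). The list passed camera (adjusted p = 2.2e-04), with an adjusted p = 0.283 with an estimated correlation. Temperature response genes rose in 16 of 31 cases and fell in 4 (17 and 5 adjusted over the list alone; adjusted p = 9.7e-04 from camera and 0.497 with an estimated correlation), with the chaperone genes hsp90aa1.1.L at 0.93 and hspa1l.S at -0.44. p53 targets rose in 12 of 28 cases and fell in 3 (13 and 4 adjusted over the list alone; adjusted p = 0.0075 from camera and 0.493 with an estimated correlation), with rrm2b.S, which also supplies nucleotides, at 1.94 and the CDK inhibitor cdkn1a.S at 0.74. Genes of the ATF4 response rose in 17 of 36 cases and fell in 6 (17 and 7 adjusted over the list alone; adjusted p = 0.0020 from camera and 0.333 with an estimated correlation).

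Markers of tissues beside or within the dissected brain did not pass camera in limma, with adjusted p from 0.103 for cartilage, fibroblasts and meninges to 0.819 for epidermis. Their means per pool were higher in every CRISPant pool than in every control pool for cartilage, fibroblasts and meninges and for pigment cells (exact two-sided permutation test, p = 0.0286 each), and fry in limma gave adjusted p = 0.0029 and 0.0594, with pmel.S, a pigment gene, at 1.20. Rises and falls were 2 and 6 of 26 genes for endothelium, 2 and 2 of 17 for red blood cells, 2 and 5 of 17 for skeletal muscle, 2 and 0 of 14 for epidermis, 9 and 3 of 24 for cartilage, fibroblasts and meninges, 0 and 2 of 13 for choroid plexus, 5 and 0 of 23 for retina and lens, 1 and 0 of 11 for pituitary hormones, 0 and 1 of 8 for inner ear and 4 and 0 of 9 for pigment cells. Other lists that did not pass camera had rises and falls of 2 and 2 of 7 for the NeuroD family, 10 and 4 of 42 for proneural factors, 3 and 6 of 20 for CDK inhibitors and antiproliferative genes, 9 and 5 of 33 for histone acetyltransferases and deacetylases, 2 and 7 of 28 for hypoxia, 2 and 5 of 18 for inflammation, 3 and 4 of 17 for interferon, 4 and 4 of 22 for thyroid hormone response and 1 and 4 of 107 for cytosolic ribosomal proteins. Among these, means per pool also set the groups apart for histone acetyltransferases and deacetylases and for hypoxia (exact two-sided permutation test, p = 0.0286 each). In fry the adjusted p of these lists was 0.0029 and 0.0082. Adjusted over the list alone, ribosomal protein genes rose in 0 and fell in 0 cases, proneural factors in 9 and 2, red blood cell markers in 0 and 2, muscle markers in 3 and 5, choroid plexus markers in 0 and 1 and retina and lens markers in 2 and 0, and the counts of the remaining lists here were unchanged.

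Splits of the 8 pools bear on the gene lists, since genes of a list vary together between pools. Only the real split, 1 of 35, reached the camera value for licensing and fork proteins (adjusted p = 1.3e-31 from camera, smallest of the other splits 2.0e-23), mitosis (5.7e-47, 2.8e-25), G1 to S genes (1.2e-10, 2.1e-08), hnRNPs (6.3e-23, 3.0e-12) and demethylases (1.4e-05, 0.113). This goes against chance but does not exclude it, since 1 of 35 is the smallest share possible and many lists were examined. These lists also hold genes that the paper reports as changed in these same pools. For demethylases the result does not speak for the list as a whole. Its median log2 fold change was -0.04, with 9 genes lower and 6 higher. Only copies of kdm6b and kdm7a fell by more than 2-fold. None of these calls held with an estimated correlation. The real split alone also reached the camera value of methyltransferases (0.0075, smallest other 0.0831) and PRC2 (0.0145, 0.186). This is not taken to go against chance for either, since both calls were lost with an estimated correlation (adjusted p = 0.246 and 0.214) and under a further alternative, with homeologues summed (0.0761) and without CRISPant replicate 4 (0.0762). The mean per pool set the groups apart for methyltransferases (exact two-sided permutation test, p = 0.0286) and overlapped for PRC2 (0.257). Chance cannot be excluded for progenitor markers (0.0052, reached by 9 splits, smallest other 7.3e-06), neuron genes (0.027, 17 splits, 8.0e-12), radial glia (0.0015, 2 splits, 8.7e-04), myelinating glia (0.505, 21 splits, 2.0e-07) and immediate early genes (2.7e-07, 6 splits, 5.1e-11). The other splits mix pools of both groups. Those with 7.3e-06 for progenitor markers and 5.1e-11 for immediate early genes keep 3 of the 4 CRISPant pools together. The split with 8.7e-04 for radial glia keeps 3 of the 4 control pools together. Such splits carry part of any group difference, so a smaller value in them is not evidence for chance. The mean per pool set every CRISPant pool apart from every control pool for progenitor markers, radial glia and immediate early genes (exact two-sided permutation test, p = 0.0286 each), and not for neuron genes (0.0857) or myelinating glia (0.286). The groups did not overlap in 37.8% of the genes tested, so such separation is not particular to these lists. Among lists examined this way after their result was seen, only the real split reached the value for nucleotide supply (1.0e-15, smallest of the other splits 3.4e-10), condensins and cohesins (2.7e-10, 4.7e-07) and SR splicing factors and CLK kinases (2.5e-08, 1.1e-04). This goes against chance without excluding it. The lists of nucleotide supply and of condensins and cohesins also hold genes that Fig. 1E shows from these same pools, such as rrm2b and ncapg. For condensins and cohesins the median log2 fold change was 0.20 and the mean 0.45. No call of these lists held with an estimated correlation. The real split also came first for the ATF4 response (0.00201, 0.00211), by too narrow a margin to go against chance, and that call was lost too. Chance cannot be excluded for GABA and glutamate receptors (0.0075, 13 splits, 6.9e-09), voltage-gated channels (0.0020, 11 splits, 6.8e-09), microglia (0.0469, 14 splits, 2.1e-05), p53 targets (0.0075, 7 splits, 4.6e-05), circadian clock genes (2.2e-04, 3 splits, 2.1e-05) and temperature response genes (9.7e-04, 6 splits, 6.3e-05). Nor can it for the number of lists that pass, 25 of 48, which 3 splits reached, with 26 as the highest of the other splits.

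Homeologues mostly moved together. Of 4665 pairs with at least 1 gene passing the test, 77.3% had log2 fold changes of the same sign (95% exact interval 76.0% to 78.5%), and Spearman's rho across all 7427 pairs was 0.54, where genes are not independent replicates. The ratio of L to S differed in 1756 pairs (23.6%, limma, adjusted p under 0.05). Chance is argued against for this count, since 1 of 35 splits, the real one, reached it and the highest of the other splits was 0. As those splits mix pools of both groups, they do not show what chance alone gives.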
